# Maternal Choline Supplementation during Normal Murine Pregnancy Alters the Placental Epigenome: Results of an Exploratory Study

**DOI:** 10.3390/nu10040417

**Published:** 2018-03-28

**Authors:** Sze Ting (Cecilia) Kwan, Julia H. King, Jennifer K. Grenier, Jian Yan, Xinyin Jiang, Mark S. Roberson, Marie A. Caudill

**Keywords:** choline, placenta, imprinted genes, DNA methylation, microRNA

## Abstract

The placental epigenome regulates processes that affect placental and fetal development, and could be mediating some of the reported effects of maternal choline supplementation (MCS) on placental vascular development and nutrient delivery. As an extension of work previously conducted in pregnant mice, the current study sought to explore the effects of MCS on various epigenetic markers in the placenta. RNA and DNA were extracted from placentas collected on embryonic day 15.5 from pregnant mice fed a 1X or 4X choline diet, and were subjected to genome-wide sequencing procedures or mass-spectrometry-based assays to examine placental imprinted gene expression, DNA methylation patterns, and microRNA (miRNA) abundance. MCS yielded a higher (fold change = 1.63–2.25) expression of four imprinted genes (*Ampd3*, *Tfpi2*, *Gatm* and *Aqp1*) in the female placentas and a lower (fold change = 0.46–0.62) expression of three imprinted genes (*Dcn*, *Qpct* and *Tnfrsf23*) in the male placentas (false discovery rate (FDR) ≤ 0.05 for both sexes). Methylation in the promoter regions of these genes and global placental DNA methylation were also affected (*p* ≤ 0.05). Additionally, a lower (fold change = 0.3; *P_unadjusted_* = 2.05 × 10^−4^; FDR = 0.13) abundance of miR-2137 and a higher (fold change = 1.25–3.92; *p* < 0.05) expression of its target genes were detected in the 4X choline placentas. These data demonstrate that the placental epigenome is responsive to maternal choline intake during murine pregnancy and likely mediates some of the previously described choline-induced effects on placental and fetal outcomes.

## 1. Introduction

Epidemiological studies have shown that an adverse in utero environment is associated with a higher risk of developing obesity, metabolic syndrome, cardiovascular disease and other chronic diseases later in life [1,2,3]. These findings have led to the fetal programming hypothesis, which suggests that the developing fetus will generate an adaptive response to the suboptimal prenatal environment in order to increase its survival. This adaptive response involves changing the development of the placenta [4] as well as the fetus and its organs, with lasting effects on their functioning [3]. Although there is a growing body of evidence in support of this hypothesis, the molecular mechanisms mediating the programming phenomenon are less clear. One proposed mechanism linking prenatal exposure to later health outcomes is the modulation of gene expression via epigenetic processes.

Many epigenetic processes are involved in the regulation of gene expression. The most widely studied process is DNA methylation, the addition of methyl groups to the cytosine residues of cytosine-phosphate-guanine (CpG) dinucleotides situated within the regulatory regions of some genes (e.g., the promoter and the differential methylation region). One group of genes known to be regulated by DNA methylation is the imprinted genes, which are expressed according to parental origin [5,6]. Many of the imprinted genes are expressed in the placenta where they synthesize proteins that control the cell cycle, cell signaling and vascularization, and the uptake, utilization and storage of nutrients [5,6]; all of which can affect placental nutrient supply efficiency. Aberrant expression of these imprinted genes, including *IGF2*, *H19* and *TFPI2*, in the human placenta alters fetal growth and affects birth weight [5,7]. The expression of placental imprinted genes may also serve as a biomarker for future health outcomes, such as infant neurodevelopment and bone health at the age of four [8,9].

Another epigenetic mechanism that has received increased attention in recent years involves the microRNAs (miRNAs). These are small non-coding RNA molecules with 19–24 nucleotides that post-transcriptionally regulate gene expression [10]. Specifically, miRNA base-pairs with its mRNA targets in a sequence-specific manner to trigger mRNA transcript degradation or translational repression [10,11]. As such, expression of a miRNA will reduce the expression of its mRNA targets. The placenta produces many miRNAs, and their target genes are involved in cell proliferation, apoptosis, invasion and angiogenesis [11,12], which are essential to normal placental morphological and vascular development. Some miRNAs also regulate immune cell development at the maternal–fetal interface and mediate the immune response and maternal tolerance to the fetus [12]. Given their roles in many aspects of placental development and function, it is not surprising that miRNA dysregulation is associated with pregnancy disorders that impair fetal growth [10,13,14,15].

Choline is an essential micronutrient involved in one-carbon metabolism. Its oxidative derivative, betaine, converts homocysteine to methionine, which is used to generate *S*-adenosylmethionine (SAM), the universal methyl donor for many cellular methylation reactions including DNA methylation, which can exert lasting effects on gene expression and physiological processes [16]. Our previous studies indicated that maternal 4X choline supplementation during normal murine pregnancy improves placental vascularization and perfusion [17,18] and enhances placental nutrient supply [19] and early fetal growth [20]. Given the roles of imprinted genes, DNA methylation, and miRNAs in these placental and fetal outcomes (as described above), we sought to test the hypothesis that maternal choline supplementation would alter the placental epigenome during normal murine pregnancy. We tested this hypothesis using placental tissues that had been previously collected at embryonic day (E) 15.5—a time when the placenta reaches its maximal size and the fetus is rapidly growing [21,22]—from dams receiving 1X or 4X choline supplementation.

## 2. Materials and Methods

### 2.1. Animals and Diets

This study was an extension of an animal feeding study where we examined the impact of maternal choline supplementation on placental vascularization and nutrient transport system [17,19]. Briefly, adult non-Swiss Albino mice (Harlan) were purchased and used as a breeding colony. The mice had *ad libitum* access to commercial rodent chow and water, and were housed in microisolator cages (Ancare) in an environmentally-controlled room (22–25 °C, 70% humidity) with a 12-h light–dark cycle. Offspring from the breeding colony were fed a 1X choline diet (1.4 g choline chloride/kg diet; Dyets #103345) subsequent to weaning at 3 weeks old. Five days prior to mating, female mice were randomized to one of three diets: 1X choline, 2X choline (2.8 g choline chloride/kg diet; Dyets #103346), or 4X choline (5.6 g choline chloride/kg diet; Dyets #103347). Presence of a vaginal plug was defined as E0.5. Pregnant female mice continued their diet until they were euthanized using carbon dioxide at one of four time points: E10.5, E12.5, E15.5 or E18.5. The present study used the tissues collected at E15.5 from dams fed the 1X choline and 4X choline diets (*n* = 3 dams per group, per fetal sex; total *n* = 12 dams). To ensure statistical independence, only one placenta (either male or female) from each dam was used for each experiment. Each placenta, therefore, was considered to be an experimental unit. The 4X choline was chosen because our previous findings indicated a pronounced effect of this dosage on placental development and function [17,19], while E15.5 was chosen because it represents the time when the placenta reaches its maximal size and the fetus is rapidly growing [21,22]. To minimize maternal decidual contamination, the maternal decidua was carefully trimmed and removed during the dissection. The placental disks that were used for the experiments were washed multiple times with phosphate-buffered saline (PBS) to ensure that maternal blood was completely removed before they were weighed, flash frozen in liquid nitrogen and stored at −80 °C. The fetuses were also collected and weighed during the dissection and were flash frozen in liquid nitrogen before storage at −80 °C. The data on fetal weight, placental weight and placental efficiency were reported in [19]. All animal protocols were approved by the Institutional Animal Care and Use Committees at Cornell University (the approval number is 2001-0034) and were conducted in accordance with the Guide for the Care and Use of Laboratory Animals.

### 2.2. Fetal Sex Genotyping

Fetal DNA was extracted using the DNeasy blood and tissue kit (Qiagen, Germantown, MD, USA, Catalog #: 69506), and fetal sex was determined by PCR for the *Sry* gene, using forward 5′-TGGGACTGGTGACAATTGTC-3′ and reverse 5′-GAGTACAGGTGTGCAGCTCT-3′ primers. 

### 2.3. Placental RNA Extraction

Total RNA was extracted from the placentas using Trizol (Thermo Fisher, Waltham, MA, USA, Catalog #: 15596026) according to the manufacturer’s instructions with the following modifications: (i) an extra chloroform extraction step of the aqueous layer after the first phase separation; (ii) addition of 1 µL Glyco-blue (Thermo Fisher, Waltham, MA, USA, Catalog #: AM9515) before the isopropanol precipitation; and (iii) two washes of the RNA pellet with 75% ethanol. RNA concentration and purity were determined using a NanoDrop spectrophotometer (Thermo Fisher, Waltham, MA, USA). RNA integrity and presence of small RNAs (<<200 nucleotides) were determined with a Fragment Analyzer (Advanced Analytical, Ankeny, IA, USA).

### 2.4. Placental mRNA Sequencing and Data Analysis

The following procedures were conducted by the Cornell RNA Sequencing Core (Ithaca, NY, USA). NEBNext Ultra Directional RNA Library Prep Kit (New England Biolabs, Ipswich, MA, USA, Catalog #: E7420) was used to make polyA+ RNAseq libraries, using 1 µg total RNA input. RNAseq libraries were sequenced on an Illumina NextSeq500 with single-end 81 nt reads to generate an average of 44 M (min 37 M) reads per sample. Raw reads were trimmed and filtered with cutadapt [23] (parameters: -m 20 -q 20 -a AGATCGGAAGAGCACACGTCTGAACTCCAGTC --match-read-wildcards) to remove adaptor and low quality bases. After processing, reads were mapped to the reference mouse transcriptome (UCSC mm10) with Tophat (Version 2.0) [24] (parameters: -G <UCSC_mm10.gtf> --no-novel-juncs --library-type fr-firststrand). FPKM (fragments per kilobase of transcript per million mapped reads) values were generated, and statistical analyses (both females and males together as well as separately) were performed using Cuffdiff (Cufflinks, Version 2.2) [25] (parameters: --library-type fr-firststrand). Genes were considered to have significantly different expression when the false discovery rate (FDR) was less than 0.2. Differentially-expressed imprinted genes were identified as listed on the MRC Harwell Imprinting Webpages (http://www.har.mrc.ac.uk/research/genomic_imprinting/) [26]. RNAseq data have been deposited in the National Center for Biotechnology Information (NCBI)’s Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number, GSE111296 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111296).

### 2.5. Placental miRNA Sequencing and Data Analysis

The following procedures were conducted by the Cornell RNA Sequencing Core (Ithaca, NY, USA). Libraries were made using the NEBNext Small RNA Library Prep Kit (New England Biolabs, Ipswich, MA, USA, Catalog #: E7330) using 1 µg total RNA input and were size-selected for 18–30 nt inserts on polyacrylamide gels. Small RNA libraries were sequenced on an Illumina HiSeq2500 with single-end 50 nt reads to generate an average of 12 M (min 7.5 M) reads per sample. Raw reads were trimmed and filtered with cutadapt [23] (parameters: -m 10 -q 20 -a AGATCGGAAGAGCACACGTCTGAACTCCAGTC --match-read-wildcards) to remove adaptor and low quality bases. Processed reads were mapped to mature mouse miRNAs (miRBase, Version 21) using miRDeep2 [27]. One female placental sample in the 1X choline group had a lower miRNA-mapped read frequency, suggesting possible sample degradation. Therefore, this sample was excluded from subsequent analyses. Small RNA sequencing data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE111296 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111296).

Statistical testing of differential expression of the miRNAs was determined in EdgeR using a generalized linear model with a negative binomial distribution and filtering of CPM (counts per million) > 1 in at least 1 sample. Predicted mRNA targets of the most differentially-expressed miRNA were identified using TargetScan (Version 7.1) [28]. Strong targets were defined, in a similar manner to other investigations, with a context++ score ≤ −0.2, where a more negative score indicates greater repression [29,30]. Gene ontology was conducted for the mRNA targets using PANTHER Overrepresentation Test (Version 11.1) [31,32]. The expression of each of the mRNA targets identified from TargetScan was obtained from the mRNA sequencing dataset.

### 2.6. Placental DNA Extraction

Genomic DNA was extracted from the placenta using the DNeasy blood and tissue kit (Qiagen, Germantown, MD, USA, Catalog #: 69506), with the addition of RNase A (Qiagen, Germantown, MD, USA, Catalog #: 19101) to remove any co-purified RNA. DNA concentration and purity were evaluated using a NanoDrop spectrophotometer.

### 2.7. Promoter Methylation Assay and Data Analysis

A site-specific methylation analysis was conducted to determine the methylation patterns in the promoter regions of the differentially-expressed placental imprinted genes identified from the mRNA sequencing dataset. This assay was performed by the Cornell Epigenomics Core (New York, NY, USA) using the EpiTyper MassArray System (Agena Bioscience, San Diego, CA, USA), as described previously [33]. Briefly, genomic DNA was bisulfite-treated using the EZ DNA methylation kit (Zymo Research, Irvine, CA, USA, Catalog #: D5001). PCR amplification was performed to amplify the regions of interest using bisulfite-treated DNA and T7-promoter tagged primers (Supplemental Table S1), followed by Shrimp Alkaline Phosphatase (SAP) treatment and in vitro transcription. The resulting products were then loaded onto a SpectroCHIP Array and analyzed by a matrix-assisted laser desorption/ionization time-of-flight mass spectrometer (MALDI-TOF MS). Percent methylation of the cytosine residues at each CpG unit, which may contain more than one CpG site, was obtained from the EpiTyper software. CpG units in the promoter region of each gene were labelled alphabetically with letters. For quality control purposes, CpG units that could not be reliably detected by EpiTyper (e.g., a high signal to noise ratio, a high or low mass, duplication, inadequate number of replicates) were excluded from further analyses (Supplemental Table S2) [34]. The methylation level at each individual CpG unit as well as the average methylation of all the CpG units for each gene were analyzed using one-way ANOVA, where *p* ≤ 0.05 indicated statistical significance. Data are presented as means with 95% confidence intervals. All the statistical analyses were done using SPSS software (Version 23, IBM, Armonk, NY, USA).

### 2.8. Global DNA Methylation Assay and Data Analysis

Global DNA methylation was measured using LC-MS/MS (Thermo Fisher, Waltham, MA, USA), as described previously, with modifications based on our instrumentation [34,35]. Briefly, 300 ng genomic DNA was digested with nuclease P1 (Sigma-Aldrich, St. Louis, MO, USA, Catalog #: N8630), followed by digestion with phosphodiesterase 1 (Sigma-Aldrich, St. Louis, MO, USA, Catalog #: P3243) and digestion with alkaline phosphatase (Sigma-Aldrich, St. Louis, MO, USA, Catalog #: P4252). Samples were diluted with 0.1% formic acid in water and injected into the instrument for analysis. Global methylation is presented as a percentage of the amount of 5-methyl-2′-deoxycytidine (5mdC) relative to the total amount of cytosine (i.e.,: 5mdC/(dC + 5mdC)). Data were first analyzed without stratification by fetal sex and then separately for each fetal sex using one-way ANOVA. Statistical significance was defined as *p* ≤ 0.05. Data are presented as means with 95% confidence intervals. All the statistical analyses were done using SPSS software (Version 23, IBM, Armonk, NY, USA).

## 3. Results

### 3.1. Placental Imprinted Gene Expression

Supplementation during pregnancy with 4X maternal choline altered (FDR < 0.2) the placental expression of 131 genes, 28 of which were common to both male and female placentas. 

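The mRNA libraries came from 12 placentas at embryonic day 15.5, 1 per dam, with 3 placentas for each combination of diet and fetal sex. For each gene and placenta the deposited tables hold the expected counts and the FPKM estimated by the authors' Cuffdiff runs, made over both sexes together and for each sex alone. The expected counts, rounded to whole numbers, were tested with the edgeR quasi-likelihood test after TMM normalization, 4X against 1X. Genes were called at an adjusted p under 0.2, the threshold the paper uses, and a positive log2 fold change means higher expression with 4X choline. Total counts ran from 29779075 to 38629138 per placenta, with medians of 33796513 in 1X females, 36230909 in 4X females, 34246915 in 1X males and 36438443 in 4X males. The typical biological coefficient of variation between placentas was 0.205 over both sexes, 0.203 in females and 0.214 in males. Data were also simulated with genes drawn independently, each with its own estimated spread. In each simulation 200 genes with a mean of at least 1 CPM were changed, with 1.5-, 2- and 4-fold changes mixed. There the test called 68.7% of genes given a 1.5-fold change over both sexes, 38.8% in females and 37.3% in males. For a 2-fold change these shares were 89.6%, 82.1% and 77.6%. They are averages over genes and do not apply to genes of wide spread, such as the imprinted genes that the paper names. Unchanged genes made up 31 of 201 calls over both sexes, 43 of 186 in females and 42 of 181 in males. The shares may not carry over to the real data.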

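Over both sexes, Dio3 stood lower with 4X choline, at 3.67 ± 0.783 CPM (mean ± SD, n = 6) against 6.11 ± 1.14 with 1X. Its log2 fold change was -0.73 with a standard error of 0.16, and it encodes the imprinted deiodinase that inactivates thyroid hormone. Apln, which encodes the angiogenic peptide apelin, stood at 7.93 ± 1.17 against 5.64 ± 0.982 CPM, and Mmrn2, a matrix protein of endothelial cells, at 24.0 ± 3.67 against 18.2 ± 3.83. None of the 15268 genes tested by edgeR was called, and the smallest adjusted p was 0.956. At an unadjusted p under 0.05 there were 476 genes, 247 of them higher and 229 lower with 4X choline. Chance alone gives a share of 0.05 of the genes tested, which is more than were seen. DESeq2 called 5 genes (Apold1, Ccnd1, Dio3, Krt16 and Nacad, named after their values were seen), 3 higher and 2 lower, and limma on log2 FPKM called 0. No gene was called in both sexes by any of the 3 tools. With edgeR at 0 genes in each sex and limma at 0 in females, none could be shared there. The 14 and 18 genes of DESeq2 are too few to expect a shared one by chance. Across 15137 genes the female and male log2 fold changes had a correlation of r = 0.0151, where genes are not independent replicates. With 1 placenta left out r ran from -0.0599 (without the 1X male replicate 2) to 0.247 (without the 1X male replicate 3), and it was 0.109 to 0.137 with limma and 0.197 with the natural killer score as a covariate.
Among 87 imprinted genes, 46 had a positive and 41 a negative log2 fold change (two-sided camera test, adjusted p = 0.788, and adjusted p = 0.881 with an estimated correlation). Only Dio3 passed when adjusted over the list alone, where members pass at an adjusted p under 0.2, here and for every list below. The 24 endothelial markers leaned up, 21 of them positive (adjusted p = 3.6e-06, and adjusted p = 0.459 with an estimated correlation), with Mmrn2 and Pecam1 passing when adjusted over the list alone. Of 39 angiogenesis genes 31 were positive (adjusted p = 0.00520, and adjusted p = 0.315 with an estimated correlation), and Apln alone passed when adjusted over the list alone. Without the 4X male replicate 1 the angiogenesis list had an adjusted p of 0.0616, in a range of 0.00175 to 0.315 over its alternatives. Of 22 markers of maternal decidua 18 were positive (adjusted p = 0.00371, and adjusted p = 0.490 with an estimated correlation). Without the 4X female replicate 1 this became 0.121, in a range of 4.9e-05 to 0.881 over its alternatives. Of 43 genes of choline and one-carbon metabolism 27 were positive (adjusted p = 0.213, and adjusted p = 0.549 with an estimated correlation), and of 22 genes of the DNA methylation machinery 9 were (adjusted p = 0.136, and adjusted p = 0.459 with an estimated correlation). None of either list passed when adjusted over the list alone.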

Because placental gene expression exhibits sexual dimorphism [36], we also analyzed the male and female placentas separately. 

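The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty and the X-inactivation transcript Xist separate all 12 placentas by the fetal sex on their labels. Ddx3y averaged 71.6 ± 10.4 CPM in the 6 male placentas and 0.0500 ± 0.0545 CPM in the 6 female placentas, where it had at most 6 counts. Uty averaged 15.3 ± 1.64 CPM in males and had at most 4 counts in females. Xist, which is transcribed from the inactive X chromosome of female cells, averaged 795 ± 26.4 CPM in females and 49.4 ± 24.9 CPM in males. In the male placentas Xist ran from 12.3 to 80.1 CPM, or 1.54% to 10.1% of the female mean, with 368 to 2920 counts. The dams are female, so maternal cells carry Xist whichever the sex of the fetus.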

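In the female placentas Mmrn2 stood at 25.1 ± 1.93 CPM (mean ± SD, n = 3) with 4X choline against 17.6 ± 0.428 with 1X, a log2 fold change of 0.51 with a standard error of 0.090. Apln stood at 8.14 ± 0.601 against 5.30 ± 0.476 CPM, and Syna, which encodes the syncytin that fuses labyrinth trophoblast cells, at 135 ± 9.31 against 175 ± 4.14. For these 3 genes the values of the 2 diets did not overlap, which chance gives for 10% of genes with 3 placentas against 3. Alb and Apoa1, liver-type secreted proteins of yolk sac endoderm, had log2 fold changes of 4.88 and 3.21. They rest on the 4X female replicate 2, and without it the values were -1.74 and -0.26.
Of 15296 genes tested by edgeR, 0 were called, and the smallest adjusted p was 0.999. An unadjusted p under 0.05 was reached by 428 genes, 236 higher and 192 lower with 4X choline, fewer than the share of 0.05 that chance gives. DESeq2 called 14 genes, 7 in each direction and Mmrn2 and Syna among them, and limma called 0. Without the 4X female replicate 1, edgeR called 1 gene, Hbb-y, named after its value was seen.
All 41 markers of visceral yolk sac endoderm were positive, with a median log2 fold change of 1.37 (two-sided camera test, adjusted p = 2.4e-08, and adjusted p = 0.868 with an estimated correlation). The list turned negative without the 4X female replicate 2 (adjusted p = 2.2e-05), and its alternatives ran from 1.0e-20 to 0.868. The endothelial markers were positive for 20 of 24 (adjusted p = 0.000368, and adjusted p = 0.868 with an estimated correlation). Without the 1X female replicate 1 or 3 their adjusted p was 0.102 or 0.0623, in a range of 6.5e-10 to 0.868. Of 46 nutrient transporters 32 were positive (adjusted p = 0.00538, and adjusted p = 0.414 with an estimated correlation), and Slc43a2 and Slc7a8, amino acid carriers, passed when adjusted over the list alone. Of 44 junctional zone markers 29 were negative (adjusted p = 0.00538, and adjusted p = 0.868 with an estimated correlation), and none passed when adjusted over the list alone. The range over their alternatives was 0.000173 to 0.414 for the transporters and 1.5e-06 to 0.868 for the junctional zone markers. The transporters missed the threshold without the 1X female replicate 1 (0.113) or 3 (0.0623). The junctional zone markers missed it without the 1X female replicate 1 (0.830) or 3 (0.0665) or the 4X female replicate 1 (0.844) or 2 (0.0811), and with the yolk sac score as a covariate (0.0529).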

In the female placentas, 4X (versus 1X) choline decreased the expression of 44 genes (FDR < 0.2) and increased the expression of 143 genes (FDR < 0.2). Among these 187 genes exhibiting differential expression, three were known imprinted genes: *Tfpi2* (fold change = 2.17), *Ampd3* (fold change = 1.63) and *Gatm* (fold change = 1.65) (Table 1). Furthermore, *Aqp1*, a recently suggested placenta-specific imprinted gene [37], was also affected by 4X choline supplementation (fold change = 2.25) (Table 1). 

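Tfpi2, an inhibitor of matrix-degrading proteases made by trophoblast, averaged 561 ± 490 CPM (mean ± SD, n = 3) in the 4X female placentas and 260 ± 220 CPM in the 1X female placentas. Ampd3, an AMP deaminase, averaged 80.0 ± 70.8 against 49.6 ± 27.9 CPM. Gatm, the first enzyme of creatine synthesis, averaged 284 ± 257 against 173 ± 92.1 CPM. The log2 fold changes were 1.11 for Tfpi2 (standard error 0.89), 0.69 for Ampd3 (standard error 0.78) and 0.72 for Gatm (standard error 0.77), each with an adjusted p of 0.999. All 3 were highest in the 4X female replicate 1, and without it the log2 fold changes were 0.10, -0.34 and -0.35. Without the 1X female replicate 3 they were 2.04, 1.13 and 1.13. The 4X female replicate 1 also had the highest score of maternal decidua markers of all 12, at 0.764. For all 3 genes the SD with 4X choline exceeds the difference between the diet means. Two-sided exact permutation p was 0.5 for Tfpi2, 0.7 for Ampd3 and 0.7 for Gatm, and 3 placentas against 3 cannot give less than 0.1. Tfpi2 lies on chromosome 6 (3962595 to 3988919), Ampd3 on chromosome 7 (110768206 to 110812405), where it overlaps Gm47282 on the same strand, and Gatm on chromosome 2 (122594467 to 122611303).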

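Aqp1, a water channel of endothelial and red blood cells, averaged 151 ± 174 CPM (mean ± SD, n = 3) in the 4X female placentas and 67.6 ± 73.3 CPM in the 1X female placentas. Its log2 fold change was 1.16 with a standard error of 1.20 (adjusted p = 0.999). The value depended on single placentas. It was -0.41 without the 4X female replicate 1 and 2.56 without the 1X female replicate 3. The SD with 4X choline was larger than the difference between the means, and the two-sided exact permutation p was 0.5. Aqp1 lies on the forward strand of chromosome 6, from 55336432 to 55348555.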

In the male placentas, 4X (vs. 1X) choline decreased the expression of 79 genes (FDR < 0.2) and increased the expression of 62 genes (FDR < 0.2). Among these 141 genes affected by 4X choline, three were known to be imprinted genes: *Qpct* (fold change = 0.46), *Dcn* (fold change = 0.58) and *Tnfrsf23* (fold change = 0.62) (Table 2). It is worth noting that all these placental imprinted genes remained statistically significant with a lower FDR threshold (e.g., FDR < 0.1). 

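In the male placentas Egln3, an oxygen-sensing hydroxylase induced by hypoxia, stood at 19.5 ± 1.60 CPM (mean ± SD, n = 3) with 4X choline against 47.3 ± 33.0 with 1X, a log2 fold change of -1.28 with a standard error of 0.76. Gzmc and Prf1, the granzyme and perforin of uterine natural killer cells, had log2 fold changes of -1.27 (standard error 1.10) and -1.16 (standard error 1.02). With 1 placenta left out these ran from -1.82 to -0.78 and from -1.70 to -0.71. Dio3 had -0.80 (standard error 0.21) and did not overlap between the diets. Kdm5d had -0.43 (standard error 0.13) and did not overlap either, as chance gives for 10% of genes.
Of 15400 genes tested by edgeR, 0 were called, and the smallest adjusted p was 1.00. An unadjusted p under 0.05 was reached by 437 genes, 213 higher and 224 lower with 4X choline, fewer than the share of 0.05 that chance gives. DESeq2 called 18 genes, 9 in each direction, and limma called 1, Snora7a, named after its value was seen. With the replicate number as a block edgeR again called 0, with a smallest adjusted p of 0.410. There 676 genes had an unadjusted p under 0.05, also below that share. Without the 1X male replicate 2 edgeR called 10 genes, 1 higher and 9 lower, Egln3, Prf1 and Tnfrsf23 among the lower, with a smallest adjusted p of 0.00831. That 1X male placenta had the lowest score of natural killer markers of the 12, at -1.49, and the other two 1X males the highest, at 1.46 and 1.25.
The hypoxia response genes leaned down, 14 of 19 negative (two-sided camera test, adjusted p = 0.00420, and adjusted p = 0.915 with an estimated correlation). Without the 4X male replicate 1 this was 0.0969, in a range of 2.2e-10 to 0.915 over its alternatives. Of 22 markers of maternal decidua 16 were positive (adjusted p = 0.0126, and adjusted p = 0.915 with an estimated correlation). Igfbp3 and Igfbp5 passed when adjusted over the list alone, with a smallest such value of 0.178. The adjusted p of the decidua list became 0.521 without the 1X male replicate 2. It was 0.366 without the 4X male replicate 1, in a range of 1.6e-06 to 0.919. Of 24 endothelial markers 19 were positive (adjusted p = 0.0161, and adjusted p = 0.915 with an estimated correlation). They missed the threshold without the 1X male replicate 1 (0.374), the 1X male replicate 3 (0.398), the 4X male replicate 1 (0.330) or the 4X male replicate 2 (0.136) and with the natural killer score as a covariate (0.0870), in a range of 1.2e-06 to 0.915. Their score was higher with 4X choline in all 3 pairs of the same replicate number, at 0.181 against -0.136, 0.153 against 0.141 and -0.110 against -0.181. Agreement of 3 pairs in direction is frequent by chance, and what placentas of a number share is not known. Angiogenesis genes, 26 of 39 positive, had adjusted p = 0.0767, and adjusted p = 0.915 with an estimated correlation. With the replicate number as a block and the preset correlation the value was 0.0249, without the 1X male replicate 2 it was 0.0422 and without the 4X male replicate 3 it was 0.00367, the lowest of a range up to 0.915.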

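Qpct, which cyclizes the amino end of peptides, averaged 11.0 ± 3.72 CPM (mean ± SD, n = 3) in the 4X male placentas and 23.8 ± 17.3 CPM in the 1X male placentas. Dcn, a matrix proteoglycan of stromal cells, averaged 229 ± 63.7 against 395 ± 281 CPM. Tnfrsf23, a decoy receptor for TRAIL, averaged 87.7 ± 13.2 against 140 ± 83.8 CPM. The log2 fold changes were -1.12 for Qpct (standard error 0.87), -0.79 for Dcn (standard error 0.80) and -0.68 for Tnfrsf23 (standard error 0.60), each with an adjusted p of 1.00. All 3 were lowest with 1X choline in the 1X male replicate 2, and without it the log2 fold changes were -1.62, -1.28 and -1.11. Tnfrsf23 was then called, with an adjusted p of 0.119 in a range of 0.119 to 1.00 over its alternatives. Leaving out any other placenta kept all 3 values negative. The smallest sizes were -0.76 for Qpct, -0.32 for Dcn and -0.40 for Tnfrsf23. Two-sided exact permutation p was 0.4 for Qpct, 0.4 for Dcn and 0.4 for Tnfrsf23. Qpct lies on chromosome 17 (79051906 to 79090378), Dcn on chromosome 10 (97479609 to 97518143) and Tnfrsf23 on chromosome 7 (143665809 to 143685872).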

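For each of the 7 genes, in females and in males, the larger SD within a diet exceeded the difference between the diet means. Among female placentas all 7 of Aqp1, Tfpi2, Ampd3, Gatm, Qpct, Dcn and Tnfrsf23 had a positive log2 fold change, with a median of 0.69 (two-sided camera test, adjusted p = 0.0435, and adjusted p = 0.868 with an estimated correlation). None of the 7 passed when adjusted over the list alone, and as the study chose this list on the same placentas, it is not independent evidence. The list lost its call without the 1X female replicate 1 (0.102) or 2 (0.911) and turned negative without the 4X female replicate 1 (0.844). It also lost it with the decidua score as a covariate (0.543), without the count filter (0.0685) and with all 12 placentas as 4 groups (0.111), in a range of 4.2e-05 to 0.911. In male placentas 4 of the 7 were positive and 3 negative (adjusted p = 0.688, and adjusted p = 0.915 with an estimated correlation). Without the 1X male replicate 2 the list was called as lower (3.5e-13), as it was with the decidua score as a covariate (3.7e-09), in a range of 3.5e-13 to 0.945.
The mean of the 7 genes followed the score of maternal decidua markers, from which these genes were left out. Across the 6 female placentas r was 0.965 (exact permutation p = 0.00139) and rho 1 (exact permutation p = 0.00278), and r was 0.931 without the 2 placentas farthest from the median score. Across the 6 male placentas r was 0.896 (exact permutation p = 0.00972) and rho 0.943 (exact permutation p = 0.0167), and 0.943 without the 2 farthest. The permutations treat the 6 male placentas as independent. Those of the same replicate number deviated together, so the male p may be too small. Adjusted over the 8 relations of this family the p of r was 0.0111 in females and 0.0130 in males. The paper reports that decidua was trimmed from the placentas at dissection.
From the changes in these genes the paper reasons, through what each gene does in vessels and nutrient supply, that choline alters imprinted genes in a direction that matches earlier reports of better placental vascular development.

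**Figure D1:**
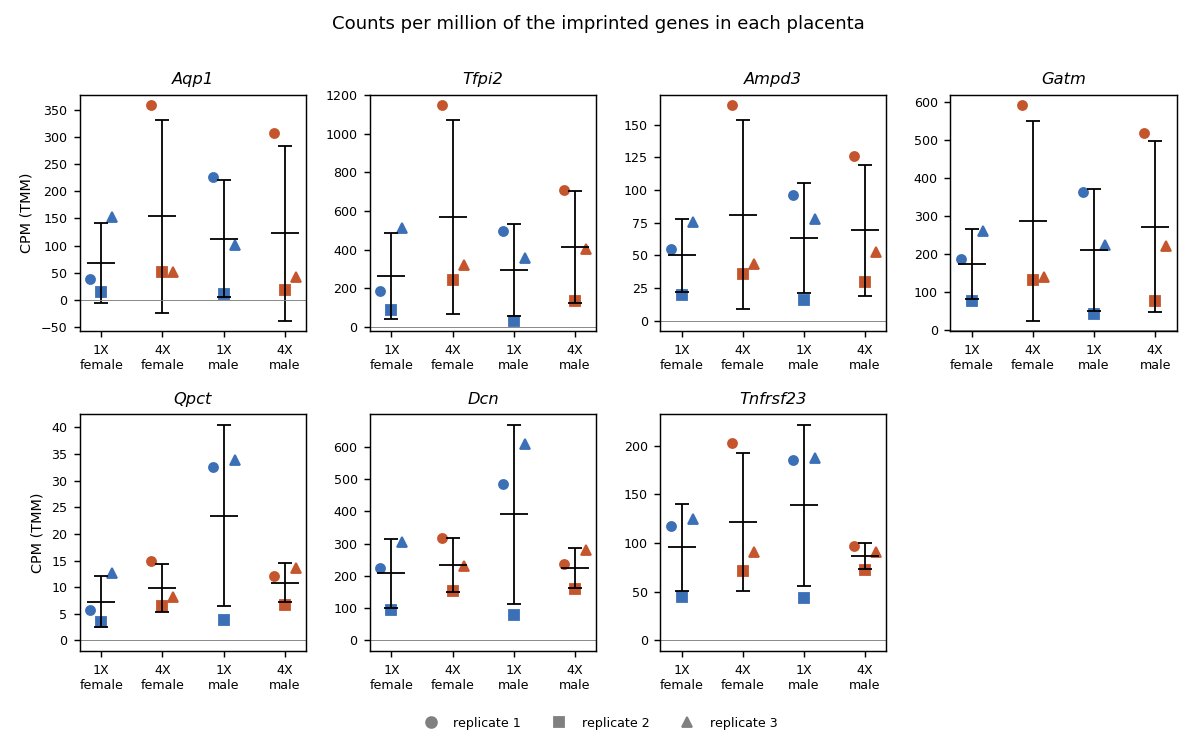
Normalized expression (CPM, vertical axis) of the 7 genes in 1X female, 4X female, 1X male and 4X male placentas. Each marker is 1 placenta, with its shape giving the replicate number and black bars the mean ± SD (n = 3), and the 4X female replicate 1 is the highest female placenta for all 7 genes.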

Regression analyses indicated positive correlations of the imprinted genes expression in the male placentas with the weight of the male placentas (*Qpct*: β = 0.00079, *p* = 0.046; *Dcn*: β = 0.000049, *p* = 0.01; *Tnfrsf23*: β = 0.0003, *p* = 0.039). Non-significant associations were also detected between these imprinted genes and the efficiency of the male placentas (*Dcn*: β = −0.00061, *p* = 0.09; *Tnfrsf23*: β = −0.0041, *p* = 0.078).

### 3.2. Placental Gene Promoter Methylation

Because promoter DNA methylation is frequently involved in regulating gene transcription, promoter methylation patterns of the differentially-expressed imprinted genes were examined. In the female placentas, *Aqp1* had eight CpG units that met our quality control criteria and were analyzed. Compared to 1X choline, 4X choline supplementation yielded lower (*p* = 0.026) methylation of CpG unit M in the promoter region of *Aqp1*, but had no effects on the other CpG units. For *Tfpi2*, three CpG units in the promoter region met our quality control criteria and were included in the final analysis. Although the changes in the methylation of each individual CpG unit did not achieve statistical significance, the average CpG methylation in the promoter region was significantly lower (*p* = 0.009) in response to 4X choline supplementation (vs. 1X choline). For *Gatm*, among the six CpG units examined in this study, the methylation of CpG unit Z was three times higher (*p* = 0.009) in the female placentas of the 4X choline group than those of the 1X choline group. None of the other CpG units in the *Gatm* promoter were significantly affected by 4X choline supplementation, nor was methylation altered in the promoter region of *Ampd3* (*p* > 0.05) (Figure 1).

In the male placentas, six CpG units in the *Dcn* promoter met our quality control criteria and were included in the analysis. Supplementation with 4X choline yielded higher (*p* = 0.022) methylation of CpG unit D compared to 1X choline supplementation. In addition, trends for higher methylation of CpG units B (*p* = 0.068) and K (*p* = 0.063), as well as average methylation in the promoter region (*p* = 0.053) were detected in response to 4X choline supplementation. For *Tnfrsf23*, six CpG units in the promoter region were analyzed. Among these CpG units, methylation of CpG unit F was higher (*p* = 0.007) in the placentas of dams given 4X choline compared to those given 1X choline. Methylation of CpG unit H also trended higher (*p* = 0.052) in the 4X choline placentas vs 1X choline placentas. In contrast, the methylation in the *Qpct* promoter appeared unaffected (*p* > 0.05) by maternal choline supplementation (Figure 2).

### 3.3. Placental Global DNA Methylation

Regardless of fetal sex, global placental DNA methylation was 21% higher (*p* = 0.015) in the 4X choline group compared to the 1X choline group. In the female placentas, 4X choline supplementation yielded higher (*p* = 0.035) global placental DNA methylation compared with 1X choline supplementation. Global DNA methylation in the female placentas also positively correlated with fetal weight and placental efficiency (fetal weight: β = 0.2, *p* =0.024; placental efficiency: β = 3.95, *p* = 0.037). A numerically higher abundance of global DNA methylation was also detected in the male placentas in response to 4X choline versus 1X choline (Figure 3); however, this numerical difference did not achieve statistical significance (*p* = 0.086). No significant associations (*p* ≥ 0.16) were found between global DNA methylation in male placentas and male fetal or placental outcomes.

### 3.4. Placental miRNA Expression

Following data processing, 609 miRNAs were included in the final statistical analyses. Among these miRNAs, the expression of miR-2137 was found to be significantly lower (fold change = 0.3; FDR = 0.125, *P*_unadjusted_ = 2.05 × 10^−4^) in response to 4X versus 1X maternal choline supplementation. Although significance was not achieved upon stratification by fetal sex, both female and male placentas from the 4X choline group exhibited lower expression of miR-2137 (fold change = 0.4 and 0.3, respectively). Based on TargetScan [28] prediction, miR-2137 has 170 mRNA targets with context++ score ≤−0.2. These mRNA targets are related to 11 biological processes (Table 3) based on GO term analysis with PANTHER [31,32]. To determine if any of these predicted mRNA targets were affected by placental reduction of miR-2137, their expression was assessed using the data generated from the mRNA-sequencing experiment. Because the predicted mRNA targets constitute only a small number of the genes listed on the mRNA sequencing dataset, mRNA targets with an unadjusted *p* value of ≤ 0.05 are reported. 

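Among the 8 genes Cd109, Mt3, Plg, Gja4, Psrc1, Pmaip1, Pcdh1 and Cd28, all had a positive log2 fold change in female placentas, with a median of 0.49. As a set they ranked above other genes (two-sided camera test, adjusted p = 0.000586, and adjusted p = 0.414 with an estimated correlation). None of the 8 passed when adjusted over the list alone, and the study chose them on the same placentas, so this is not independent evidence. Over both sexes 7 of the 8 were positive (adjusted p = 0.000948, and adjusted p = 0.171 with an estimated correlation). With the decidua score as a covariate this became 0.0528, in a range of 4.3e-05 to 0.171. Over both sexes Cd28, Pcdh1, Pmaip1 and Psrc1 passed when adjusted over the list alone. In male placentas 5 of the 8 were positive (adjusted p = 0.103, and adjusted p = 0.915 with an estimated correlation). Cd28, Pcdh1 and Pmaip1 passed there when adjusted over the list alone. The study chose all of these genes by an unadjusted p on the same placentas. Passing over the list alone is therefore not independent evidence, in males or over both sexes. Without the 1X male replicate 3 the male value was 0.00929, with at least 10 counts in every placenta 0.0455 and with the natural killer score as a covariate 0.0491, in a range of 0.00929 to 0.915.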

The expression of five of the predicted mRNA targets was higher in the female placentas supplemented with 4X choline compared to those supplemented with 1X choline (Table 4). These included *Cd109* (fold change = 1.55; *p* < 0.01), *Mt3* (fold change = 3.85; *p* < 0.01), *Plg* (fold change = 3.92; *p* < 0.01), *Gja4* (fold change = 1.33; *p* = 0.01), and *Psrc1* (fold change = 1.49; *p* = 0.05). 

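Psrc1, which binds spindle microtubules, averaged 4.28 ± 0.334 CPM (mean ± SD, n = 3) in the 4X female placentas and 2.89 ± 0.755 CPM in the 1X female placentas, and the diets did not overlap. Its log2 fold change was 0.57 with a standard error of 0.23 (unadjusted p = 0.0404), and from 0.38 to 0.76 with any 1 placenta left out. Gja4, the gap junction protein connexin 37 of arterial endothelium, averaged 61.5 ± 14.2 against 46.3 ± 23.8 CPM, a log2 fold change of 0.41 with a standard error of 0.42 (unadjusted p = 0.370). It was 0.083 without the 1X female replicate 3 and 0.85 without the 1X female replicate 2. Cd109, an inhibitor of TGF-beta signalling, averaged 49.5 ± 37.8 against 32.2 ± 24.5 CPM, a log2 fold change of 0.63 with a standard error of 0.79 (unadjusted p = 0.463). Mt3, a metal-binding metallothionein, averaged 1.03 ± 1.30 against 0.271 ± 0.178 CPM, and Plg, which encodes plasminogen, 2.42 ± 3.04 against 0.620 ± 0.407 CPM. Their log2 fold changes were 1.96 for Mt3 (standard error 1.03, unadjusted p = 0.100) and 1.94 for Plg (standard error 1.04, unadjusted p = 0.109). Both rest on 1 placenta. The value for Mt3 was 0.11 without the 4X female replicate 1, and that for Plg was 0.095 without the 4X female replicate 2, which had 5.93 CPM of Plg and the highest yolk sac endoderm score of the females, at 1.54. For Cd109 the value was -0.21 without the 4X female replicate 1 and 1.42 without the 1X female replicate 3. Two-sided exact permutation p was 0.1 for Psrc1 and at least 0.5 for the other 4, where 0.1 is the smallest that 3 placentas against 3 can give.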

In the male placentas, 4X choline supplementation resulted in higher expression of four of the predicted mRNA targets (Table 4), which were *Pmaip1* (fold change = 1.39; *p* = 0.02), *Pcdh1* (fold change = 1.25; *p* = 0.04), *Mt3* (fold change = 1.69; *p* = 0.04), and *Cd28* (fold change = 1.64; *p* = 0.05). In contrast to the female placentas, the expression of *Gja4* in the male placentas of 4X choline was downregulated (fold change = 0.58; *p* < 0.01).

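Pcdh1, a protocadherin of epithelial and endothelial contacts, averaged 38.5 ± 0.302 CPM (mean ± SD, n = 3) in the 4X male placentas and 30.6 ± 3.78 CPM in the 1X male placentas, with a log2 fold change of 0.33 and a standard error of 0.10 (unadjusted p = 0.0124). Pmaip1, the apoptosis inducer Noxa, averaged 16.7 ± 2.71 against 12.0 ± 2.66 CPM, with a log2 fold change of 0.47 and a standard error of 0.19 (unadjusted p = 0.0371). Cd28, a costimulatory receptor of T cells, averaged 2.05 ± 0.425 against 1.25 ± 0.289 CPM, with a log2 fold change of 0.71 and a standard error of 0.28 (unadjusted p = 0.0383). Pcdh1 and Cd28 did not overlap between the diets, as chance gives for 10% of genes. With any 1 placenta left out, the log2 fold changes stayed from 0.22 to 0.39 for Pcdh1, from 0.32 to 0.64 for Pmaip1 and from 0.53 to 0.85 for Cd28. Mt3 averaged 3.71 ± 6.24 against 2.21 ± 3.15 CPM, a log2 fold change of 0.75 with a standard error of 2.23 (unadjusted p = 0.752). In both diets replicate 1 held most of the Mt3 signal, at 10.9 CPM with 4X and 5.83 CPM with 1X choline. The value for Mt3 was -4.37 without the 4X male replicate 1 and 3.19 without the 1X male replicate 1.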

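Gja4 averaged 46.8 ± 23.4 CPM (mean ± SD, n = 3) in the 4X male placentas and 79.9 ± 18.1 CPM in the 1X male placentas. The log2 fold change was -0.77 with a standard error of 0.44 (unadjusted p = 0.138), and it stayed negative, from -1.19 to -0.45, with any 1 placenta left out. The two-sided exact permutation p was 0.2. Tested directly, the difference between the male and the female log2 fold change of Gja4 was -1.18 (unadjusted p = 0.105, adjusted over the 15 genes that the paper names at least 0.791).

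**Figure D2:**
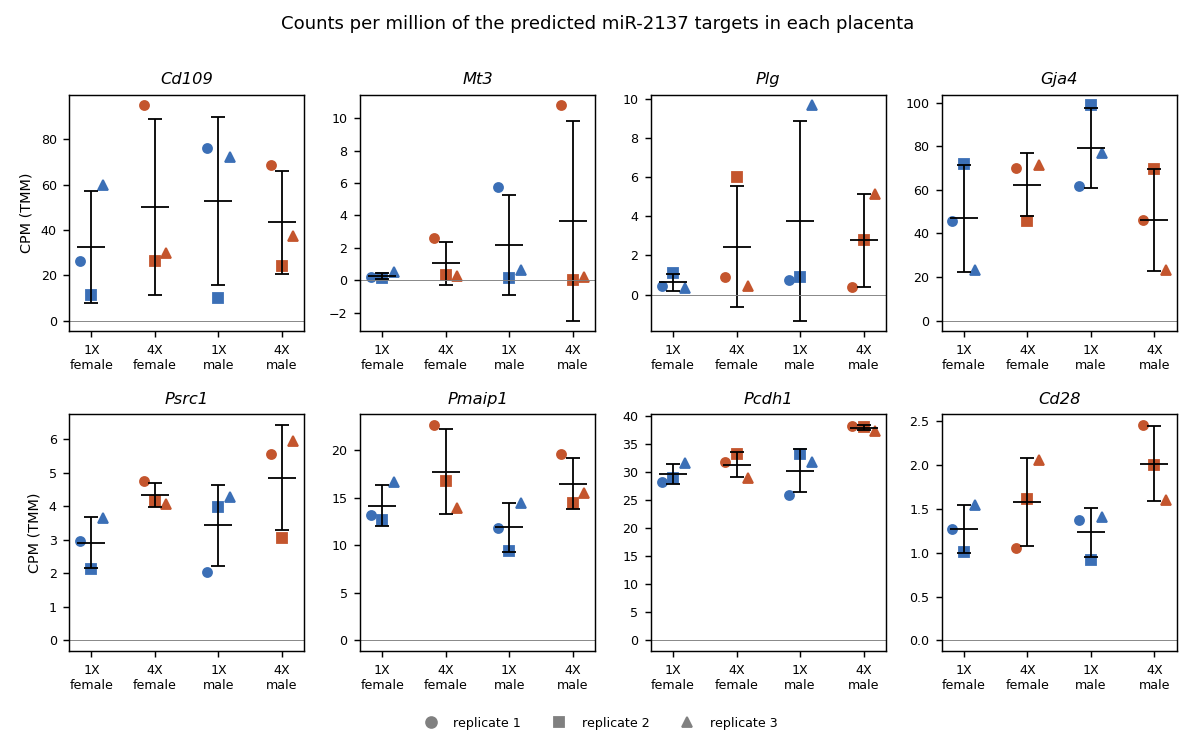
Normalized expression (CPM, vertical axis) of the 8 predicted targets in 1X female, 4X female, 1X male and 4X male placentas. Each marker is 1 placenta, with its shape giving the replicate number and black bars the mean ± SD (n = 3), and single placentas carry the high values of Mt3 and Plg.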

## 4. Discussion

To the best of our knowledge, this is the first study to survey the effects of maternal choline supplementation on epigenetic markers in the mouse placenta in a genome-wide manner. We demonstrated choline-induced sex-specific effects on imprinted gene expression patterns, some of which are associated with changes in promoter region CpG dinucleotide methylation. We also showed higher levels of global DNA methylation and suppression of miR-2137 abundance in placentas from dams supplemented with additional choline during gestation.

### 4.1. Maternal Choline Supplementation Alters the Expression of Several Imprinted Genes in the Placenta

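The difference between the sexes was tested itself, as the male minus the female log2 fold change over all 12 placentas. It was negative for all 7 of Aqp1 (-1.05), Tfpi2 (-0.63), Ampd3 (-0.57), Gatm (-0.35), Qpct (-1.57), Dcn (-0.96) and Tnfrsf23 (-1.03). The study chose 4 of them as higher in females and 3 as lower in males, on these same placentas. That choice favours a negative difference, so neither this direction nor the test of the set is independent evidence. As a set these genes had adjusted p = 0.256, and adjusted p = 0.941 with an estimated correlation, and none passed when adjusted over the list alone. The set was called as more negative in males without the 1X male replicate 2 (1.2e-05) or the 1X female replicate 3 (0.0177) and with the decidua score as a covariate (0.00118), in a range of 1.2e-05 to 0.959. Without the 4X female replicate 1 it was at 0.959, and Aqp1 (0.54), Tfpi2 (0.39), Ampd3 (0.47) and Gatm (0.73) turned positive. Gatm also turned without the 1X male replicate 1, the 4X male replicate 2 or the 1X female replicate 2, and Gatm and Tfpi2 did with the natural killer score as a covariate. Among the 15 genes that the paper names, Pcdh1 had the smallest unadjusted p, at 0.0994, with a difference of 0.24. Of 15796 genes tested by edgeR for the interaction 0 were called (smallest adjusted p 0.999), DESeq2 called 16 and limma 0. An unadjusted p under 0.05 was reached by 516, fewer than the share of 0.05 that chance gives. The gene with the smallest p was Nlrx1, a mitochondrial regulator of innate immunity, with a difference of -0.69, and DESeq2 called it. Without the 1X female replicate 1, edgeR called 1 gene, the chemokine receptor Ccr1, named after its value was seen. The yolk sac endoderm markers had 41 of 42 negative differences (two-sided camera test, adjusted p = 0.00685, and adjusted p = 0.941 with an estimated correlation). They turned positive without the 1X male replicate 3 (0.642) or the 4X female replicate 2 (0.618), and rose to 0.728 without the 4X male replicate 1 and 0.159 without the 1X female replicate 1, in a range of 5.1e-08 to 0.941.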

Placental expression of several imprinted genes was altered in a sex-specific manner in response to higher maternal choline intake during gestation. In the female placentas, maternal choline supplementation upregulated the expression levels of *Gatm*, *Tfpi2*, *Aqp1* and *Ampd3*. *Gatm* (glycine amidinotransferase) diverts glycine into the biosynthesis of creatine, which is a source of energy for tissues with high energy needs. Lower expression of *Gatm* in the brain is associated with mental and behavioral impairments whereas lower placental *Gatm* abundance is associated with intrauterine growth restriction [38,39]. As such, the choline-induced upregulation in placental *Gatm* abundance observed in the present study would be expected to improve fetal development. The other choline-altered imprinted genes in the female placentas are implicated in processes essential to normal placental vascular development and thereby also have the potential to affect fetal development. *Tfpi2* (tissue factor pathway inhibitor 2) inhibits the activity of matrix metalloproteinases and regulates placental perfusion [40,41], while deficiency of *Aqp1* (aquaporin 1) causes aberrant placental vascularization and fetal overgrowth [37]. Although the consequences of altered expression of *Ampd3* (AMP deaminase 3), a known regulator of fetal muscle and liver development [42], in the placenta remain to be examined, *Ampd3* deficiency in cancer cells has been shown to inhibit cell proliferation and invasion [43]. Collectively, the choline-induced upregulation of all these placental imprinted genes would be expected to improve placental vascularization and perfusion, likely contributing to the choline-induced beneficial effects on placental transport efficiency and fetal development reported previously [17].

The downregulation of the imprinted genes, *Dcn* (decorin) and *Tnfrsf23* (tumor necrosis factor receptor superfamily, member 23), in the male placentas in response to maternal choline supplementation may also result in an improved placental vascular network. *Dcn* encodes a small leucine-rich proteoglycan protein, and reduced placental *Dcn* expression enhances endothelial cell migration and remodeling of the placental vasculature [44]. *Tnfrsf23* is a receptor that binds to the cytotoxic tumor necrosis factor-related apoptosis-inducing ligand (TRAIL), and its downregulation may reduce apoptosis and modulate inflammatory responses during trophoblast invasion [45,46]. Additionally, in the male placentas, 4X choline downregulated the abundance of *Qpct* (glutaminyl cyclase), which controls placental nutrient delivery [47]. Upregulation of *Qpct* is frequently detected in pre-eclamptic placentas [48], possibly as a compensatory response to poor placental perfusion. Therefore, the choline-induced downregulation of *Qpct* in the present study may indicate sufficiently perfused placentas, which is consistent with the previously reported choline-induced enlargement of spiral arteries in the maternal decidua [17]. In sum, maternal choline supplementation altered the abundance of placental imprinted genes in a manner that is consistent with previous reports of choline-induced improvements in placental vascular development [17].

### 4.2. Altered Promoter-Region Methylation May Be One Epigenetic Mechanism Contributing to the Choline-Induced Differential Expression of the Placental Imprinted Genes

As expected, lower promoter methylation occurred concurrently with the upregulation of *Aqp1* and *Tfpi2* expression in the choline-supplemented female placentas, whereas higher methylation in the promoter regions occurred coincident with the downregulation of *Dcn* and *Tnfrsf23* in the choline-supplemented male placentas. However, higher methylation in the promoter of the upregulated *Gatm* was detected in the choline-supplemented female placentas. Although higher methylation generally results in transcriptional repression, exceptions have been noted in several genes where a methylated promoter still allows active gene transcription due to the presence of other regulatory factors that coordinate with promoter methylation to modulate transcription [49]. Additionally, because the imprinting of *Gatm* is associated with an unmethylated CpG island in its promoter region [50], the promoter hypermethylation observed in the present study may lead to a loss of imprinting and transcriptional activation of both of its maternal and paternal alleles, resulting in higher gene expression. Similarly, we observed that maternal choline supplementation altered the placental expression of *Qpct* and *Ampd3* without any noticeable changes in the methylation of their promoters. We suggest that the transcriptional regulation of these genes may be independent of promoter DNA methylation. A highly plausible explanation for the altered expression of these genes could involve modifications of the histone proteins. Indeed, others have reported that increased *Qpct* expression is associated with higher H3K4 methylation (e.g., H3K4me3) [47], whereas the expression of *Ampd3* is highly upregulated in mice depleted of *Hdac3* [51], one of the enzymes responsible for histone deacetylation that leads to a “closed” chromatin state and suppresses transcription. Notably, we have previously shown that doubling the maternal choline intake during the third trimester of human pregnancy alters global histone methylation and histone methyltransferase abundance in the placenta [34]. Taken together, the choline-induced alterations in the expression of the placental imprinted genes may be related to changes in the amount of methylation in different key transcriptional regulators.

### 4.3. Maternal Choline Supplementation Increases Global DNA Methylation in the Placenta

Similar to our previous findings in humans [34], higher global DNA methylation in both female and male placentas was found in response to additional maternal choline intake during pregnancy. Global DNA hypomethylation often leads to genomic instability that increases mutation frequency and disease susceptibility [52]. There is also a strong correlation between global DNA methylation in the placenta and fetal growth outcomes, where a 10-point increase in birth weight percentile is associated with 10% higher LINE-1 methylation (a surrogate marker of global DNA methylation) in the human placenta [53]. Our regression analyses also support a similar positive relationship between placental global DNA methylation with fetal body weight and placental efficiency in females. In sum, the choline-induced increase in placental global DNA methylation found in this study is expected to stabilize the placental genome, thereby minimizing any adverse effects on normal placental development and ultimately improving fetal development.

### 4.4. Maternal Choline Supplementation Reduces Placental miR-2137 Abundance, with Downstream Effects on the Expression of Its Potential Target Genes

Placental miR-2137 was downregulated by 4X choline supplementation in the present study. Based on the bioinformatics analyses, miR-2137 targets genes that are important for development, including the development of the mesodermal (GO: 0007498) and the ectodermal (GO: 0007398) layers. These primary germ layers give rise to different body organs, including muscles, bones, the cardiovascular system and the nervous system. Indeed, our bioinformatics analyses also indicated that miR-2137 impacts the development of these organs (GO: 0007399 and GO: 0007517). These findings not only support the proposed existence of a placental–brain axis and a placental–cardiovascular axis [54], but may also explain the effects of prenatal choline supply on programming offspring neurodevelopment [55] and normalizing the blood pressure of adult offspring from dams fed a low-protein diet throughout gestation [56]. In addition, these data provide a possible mechanism linking choline inadequacy to altered muscle membrane lipid composition and metabolism in mouse muscle cells [57] as well as disrupted bone homeostasis and a lower bone mass in mice and linear growth failure in young children [58,59]. Collectively, these data support the involvement of placental miR-2137 in mediating the effect of maternal choline intake on various fetal developmental outcomes.

Although miR-2137 has not been experimentally studied in the placenta, it has been examined in other tissues [60,61,62,63]. Consistent with our bioinformatics analyses, these studies showed that altered miR-2137 abundance changes the function of different organs, including the heart and the brain, as well as processes related to cell signaling and apoptosis (both of which lost statistical significance in our bioinformatics analyses upon adjustment for multiple testing). Interestingly, micronutrient supplementation in a paternal undernutrition mouse model also changes miR-2137 expression in the offspring pancreas [64], indicating that this miRNA may be particularly sensitive to nutritional status. In addition to the bioinformatics analyses, we found that choline-induced miR-2137 downregulation led to higher expression of several predicted mRNA targets. Despite being different between the female and male placentas, these genes all play a role in the vascular development (e.g., *Gja4* [65], *Mt3* [66] and *Plg* [67]), cell signaling (e.g., *Cd109* [68] and *Pcdh1* [69]) and apoptotic processes (e.g., *Psrc1* [70], *Pmaip1* [71,72] and *Cd28* [73]). These processes affect placental trophoblast survival and migration, and the remodeling of the maternal vasculature, ultimately affecting normal placental morphological and vascular development [74,75,76]. Taken together, changes induced by miR-2137 in response to a higher maternal choline intake may benefit placental development and offspring health.

### 4.5. Study Limitations

Our study had several limitations. First, only three samples per condition were used in this study; this was chosen based on tissue availability and conventional practices due to the uncertainty in sample size calculation when small fold changes are expected [77]. This may have limited our ability to detect additional placental imprinted genes and miRNAs that are developmentally important and responsive to maternal choline supplementation. Another potential limitation is the underestimation of the high variance in sequence reads distribution, which is likely due to the heterogeneity of the placental tissues as each cell type may have its own discrete gene expression profile that can confound the overall measurements. The issue of heterogeneity may also be relevant to the promoter methylation experiments [78]. Additionally, the number and magnitude of change in promoter methylation were relatively small, and their biological importance is currently unclear. It is possible that higher magnitude changes in the methylation of other epigenetic regulators (e.g., histones) or gene regions other than the promoter (e.g., the differential methylation region) are responsible for the choline-induced expression changes [49]. Measurements of SAM, the methyl donor directly involved in cellular methylation reactions, or choline metabolites in these placentas, may also provide additional insight into the changes observed in this study. However, these markers were not examined in the present study due to limited sample availability. With the exception of *Tfpi2* [79], the imprinted genes identified in the present study appear to be weakly imprinted in mouse placentas and may display biallelic expression in human placentas [80,81,82]; therefore, the relevance of these findings to human placentas is unknown. Although the pattern of differential gene expression appears to be sexually dependent, the reasons and mechanisms accounting for this observation remain to be elucidated. Because placental epigenetic markers are highly dependent on the developmental stage, it is also possible that different results may be found on different gestational days.

## 5. Conclusions and Future Directions

Findings from the present study add to the growing body of research that illustrates the responsiveness of the placental epigenome to maternal choline intake during pregnancy. Although there are limitations associated with the exploratory nature of this work, it is an important first step in elucidating the molecular mechanisms mediating some of the previously reported choline-induced effects on placental and fetal development. Additional studies are needed to address the functional effects of the placental epigenetic markers identified in this work, and to examine their clinical relevance in predicting pregnancy outcomes and offspring health.

## Figures and Tables

**Figure 1:**
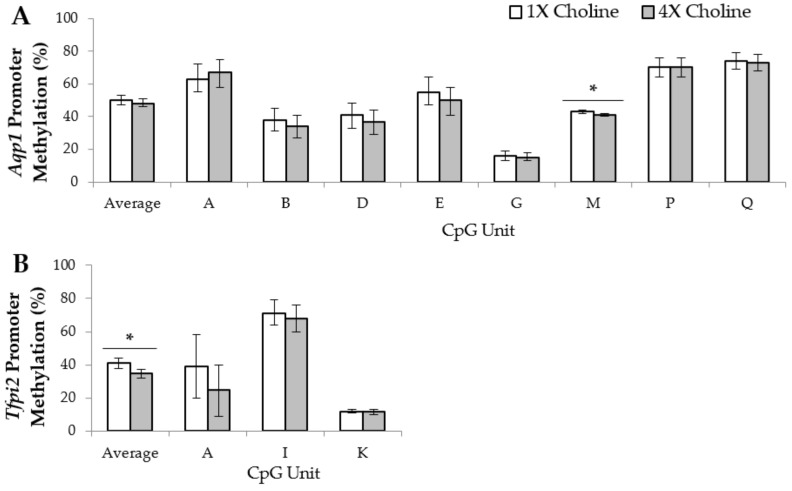

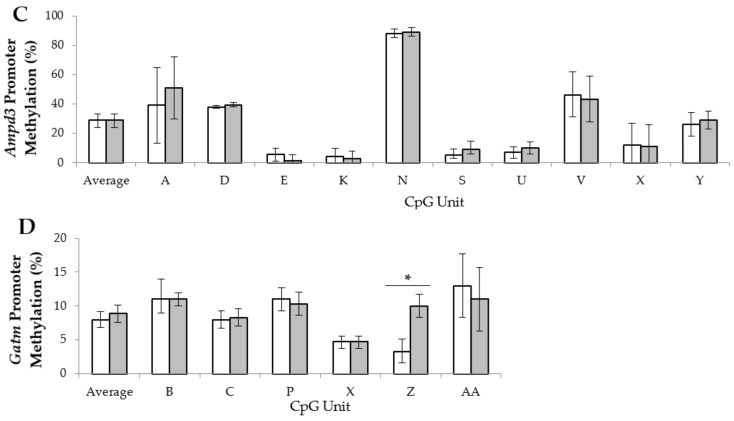
Average percentage of cytosine-phosphate-guanine (CpG) methylation across the promoter region and the percentage of methylation of each CpG unit within the promoter region of (**A**) *Aqp1*; (**B**) *Tfpi2*; (**C**) *Ampd3*; and (**D**) *Gatm* in the female placentas from dams in the 1X and 4X choline groups. Each CpG unit may contain more than one CpG site. Only CpG units with measurements that met the quality control criteria were included in the final analyses. One placenta (either male or female) from each dam (*n* = 3 dams per treatment, per fetal sex) was used, and each placenta was considered to be a statistical unit in the statistical analysis. Data were analyzed using one-way ANOVA and are presented as means with 95% confidence intervals. * *p* ≤ 0.05.

**Figure 2:**
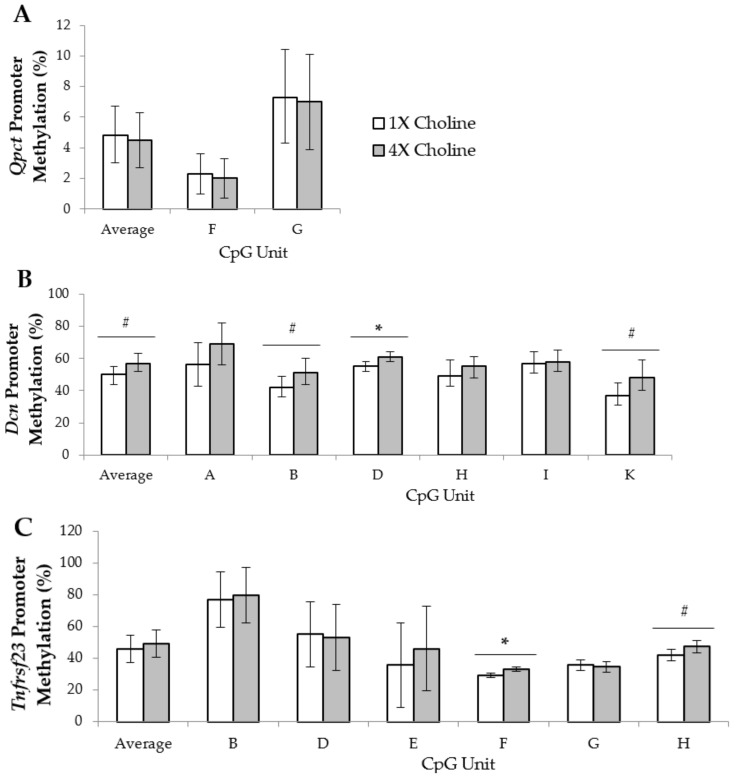
Average percentage of cytosine-phosphate-guanine (CpG) methylation across the promoter region and percentage of methylation of each CpG unit within the promoter regions of (**A**) *Qpct*; (**B**) *Dcn* and (**C**) *Tnfrsf23* in male placentas from dams in the 1X and 4X choline groups. Each CpG unit may contain more than one CpG site. Only CpG units with measurements that met the quality control criteria were included in the final analyses. One placenta (either male or female) from each dam (*n* = 3 dams per treatment, per fetal sex) was used, and each placenta was considered to be a statistical unit in the statistical analysis. Data were analyzed using one-way ANOVA and are presented as means with 95% confidence intervals. * *p* ≤ 0.05. # 0.05 < *p* < 0.1.

**Figure 3:**
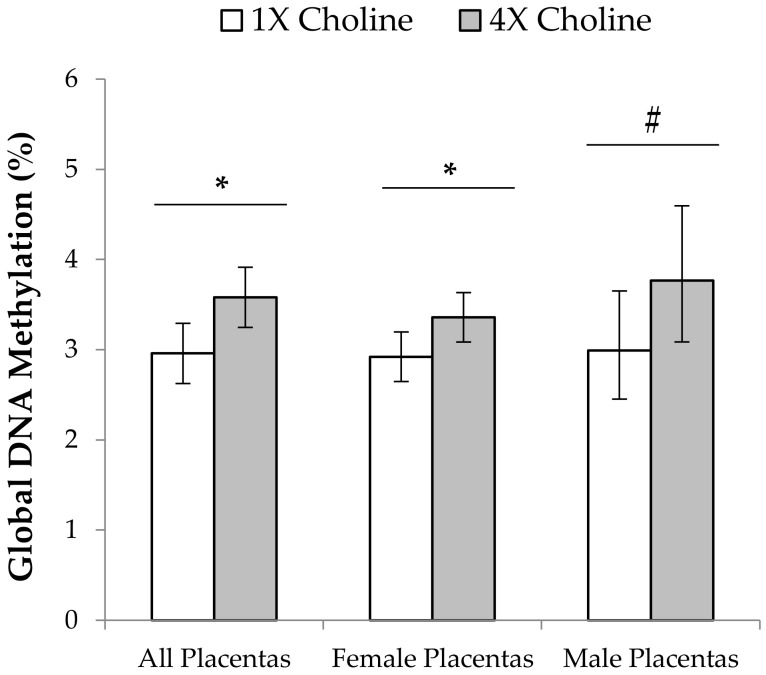
Percentage of global DNA methylation in the placentas from dams in the 1X and 4X choline groups. One placenta (either male or female) from each dam (*n* = 3 dams per treatment, per fetal sex) was used, and each placenta was considered to be a statistical unit in the statistical analysis. Data were first analyzed without stratification by fetal sex and then separately for each fetal sex using one-way ANOVA. Results are presented as means with 95% confidence intervals. * *p* ≤ 0.05. # *p* = 0.086.

**Table 1:** Differentially-expressed imprinted genes in the female placentas in response to 4X versus 1X maternal choline supplementation ^1^.

Gene Symbol	Gene Name	Fold Change	False Discovery Rate (FDR) Value
*Aqp1* ^a^	aquaporin 1	2.25	0.009
*Tfpi2* ^b^	tissue factor pathway inhibitor 2	2.17	0.009
*Ampd3* ^b^	adenosine monophosphate deaminase 3	1.63	0.009
*Gatm* ^b^	glycine amidinotransferase	1.65	0.054

^1^ Data were derived from an RNA-sequencing dataset, and statistical analysis was performed using Cuffdiff (Cufflinks, Version 2.2) [25]. Genes with FDR < 0.2 were considered to have significantly different expression; ^a^ Imprinted gene identified by Guo et al. [37]; ^b^ Imprinted genes listed on the MRC Harwell Imprinting Webpages [26].

**Table 2:** Differentially-expressed imprinted genes in the male placentas in response to 4X versus 1X maternal choline supplementation ^1^.

Gene Symbol	Gene Name	Fold Change	FDR Value
*Qpct*	glutaminyl cyclase	0.46	0.012
*Dcn*	decorin	0.58	0.012
*Tnfrsf23*	tumor necrosis factor receptor superfamily, member 23	0.62	0.012

^1^ Data were derived from an RNA-sequencing dataset and statistical analysis was performed using Cuffdiff (Cufflinks, Version 2.2) [25]. Genes with FDR < 0.2 were considered to have significantly different expression. All the imprinted genes were identified as listed on the MRC Harwell Imprinting Webpages [26].

**Table 3:** Biological processes affected by the predicted mRNA targets of miR-2137 ^1^.

Biological Processes	*p*-Values
regulation of transcription from RNA polymerase II promoter (GO: 0006357)	<0.01
transcription from RNA polymerase II promoter (GO: 0006366)	<0.01
developmental process (GO: 0032502)	<0.01
muscle organ development (GO: 0007517)	0.01
transcription, DNA-dependent (GO: 0006351)	0.01
segment specification (GO: 0007379)	0.01
nervous system development (GO: 0007399)	0.01
system development (GO: 0048731)	0.02
RNA metabolic process (GO: 0016070)	0.02
mesoderm development (GO: 0007498)	0.05
ectoderm development (GO: 0007398)	0.05

^1^ Predicted mRNA targets, which have a context++ score ≤−0.2, were obtained from TargetScan (Version 7.1) [28] and were included in the gene ontology (GO) analysis. The gene ontology analysis was done using PANTHER (Version 11.1) [31,32] with Bonferroni correction, and *p* ≤ 0.05 was considered statistically significant.

**Table 4:** Predicted mRNA targets of miR-2137 that displayed upregulation in the female and male placentas in response to 4X choline supplementation ^1−3^.

**Female Placentas**	**Gene Symbol**	**Gene Name**	**Fold Difference**
	*Gja4*	gap junction protein, alpha 4	1.33
	*Psrc1*	proline/serine-rich coiled-coil 1	1.49
	*Cd109*	CD109 antigen	1.55
	*Mt3*	metallothionein 3	3.85
	*Plg*	plasminogen	3.92
**Male Placentas**	*Pcdh1*	protocadherin 1	1.25
	*Pmaip1*	phorbol-12-myristate-13-acetate-induced protein 1	1.39
	*Cd28*	CD28 antigen	1.64
	*Mt3*	metallothionein 3	1.69

^1^ Predicted mRNA targets, which have a context++ score ≤−0.2, were obtained from TargetScan (Version 7.1) [28]; ^2^ Fold change data were derived from an RNA-sequencing dataset, and statistical analysis was performed using Cuffdiff (Cufflinks, Version 2.2) [25]; ^3^ *P_unadjusted_* ≤ 0.05 was considered to be significant.

## Supplementary Materials

The following are available online at http://www.mdpi.com/2072-6643/10/4/417/s1, Table S1: Primers for promoter methylation assays and their targeted chromosomal region; Table S2: Selection of CpG units for each imprinted genes for statistical analyses.

How the deposited data were processed for this re-analysis (not part of the article)

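Messenger RNA was measured by polyA-selected, directional RNA sequencing (single-end reads of 81 nt) in 12 mouse placentas at embryonic day 15.5, 1 per dam, with 3 placentas in each of 4 groups (1X or 4X choline diet, female or male fetus). The paper's methods and the submitters' processing notes give what the authors did. They trimmed reads with cutadapt 1.8, aligned them with TopHat 2.0 to the mouse transcriptome on build mm10 and quantified genes with Cuffdiff 2.2, in a run over all 12 placentas and in a run for each sex. The deposited expected counts of the authors' runs are fragments per gene and placenta, not scaled between placentas, and 98.8% of them equal a whole number exactly as printed (tolerance 0). The deposited FPKM values of the authors' runs are normalized for transcript length and depth, after Cuffdiff's scaling between the libraries of a run. Each table holds 23361 genes. Cuffdiff marked 6 genes as failed in at least 1 placenta. Every column per placenta could be matched to a placenta, so 0 were unmatched.

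Expected counts were rounded to whole numbers and analysed in R 4.3.3. Genes were kept by the filterByExpr rule of edgeR 4.0.16, scaled by TMM and tested with the robust quasi-likelihood test, 4X against 1X, with Benjamini-Hochberg adjustment over the genes tested and calls at an adjusted p under 0.2. The comparisons were diet over both sexes without a sex term, as in the paper, diet in females alone, diet in males alone, and the sex-by-diet interaction over all 12 placentas, coded as the male minus the female log2 fold change. The counts of the run over all placentas served the first and last comparison, and those of each sex's run the other two. Genes called in both sexes were counted and tested with Fisher's exact test. CPM values are counts scaled by TMM library sizes, except that those of Xist, the Y-linked genes and Afp set beside the labels or the make-up of the placentas, and the marker scores, are scaled by total counts. Single-gene permutation tests compare mean CPM over all splits of the placentas. Correlations between placentas used exact permutations for 6 placentas and 100000 resamples for 12, with Benjamini-Hochberg adjustment within each family.

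Gene lists were tested with camera, two-sided, at a preset correlation between genes of 0.01 and again with an estimated correlation. Adjustment was over the lists of a comparison, with lists called at an adjusted p under 0.05. Single members adjusted over their list alone passed at an adjusted p under 0.2. The 22 lists were imprinted genes, choline and one-carbon metabolism, the DNA methylation machinery, histone methylation and deacetylation enzymes, angiogenesis, nutrient transporters, apoptosis, hypoxia response, cell cycle, immediate-early and heat-shock genes, 9 lists of cell type markers (junctional zone trophoblast, labyrinth trophoblast, visceral yolk sac endoderm, maternal decidua, fetal mesenchyme and pericytes, endothelium, erythroid cells, macrophages and granulocytes, uterine natural killer and T cells), the imprinted genes and the targets that the paper names, and sex-linked genes. A marker score is the mean log2(CPM + 1) of a list's members with a mean of at least 1 CPM, centred over the placentas, without the 15 genes that the paper names.

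The comparisons, lists, rule for named genes and alternatives were fixed before the data were examined, apart from the interaction's list tests, the 3 marker scores as covariates and the ratio of mean FPKM, which were added later. The values in the paper's tables had been seen by then. The rule names every gene that the paper names from its mRNA data, up to 10 called genes in each direction, up to 4 called members of each list or else the 2 with the largest change and at least 50 counts, and for the interaction the 10 genes with the smallest p. Alternatives were RLE normalization, DESeq2 1.42.0, limma 3.58.1 on log2 FPKM with a pseudocount of 1 or 0.1 and with or without a minimum mean of 1 FPKM, no count filter, at least 10 counts in every placenta, sex as a covariate, all placentas fitted as 4 groups, counts from the combined run, the replicate number as a block, stricter thresholds, and leaving out each placenta in turn. Where that leaves 2 placentas in a group the spread is pooled over the groups.

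Total counts per placenta averaged 34.91 M, with a range of 29779075 to 38629138. Simulated data had 200 changed genes, with genes drawn independently and each with its own estimated spread between placentas. Changed genes had a mean of at least 1 CPM, and 1.5-, 2- and 4-fold changes were mixed in the same data. The method was tested on such data for each comparison. At a 1.5-fold change it recovered 68.7% over both sexes, 38.8% in females, 37.3% in males and 20.9% for the interaction. At a 2-fold change it recovered 89.6%, 82.1%, 77.6% and 59.7%, and at a 4-fold change 97.0%, 93.9%, 93.9% and 92.4%. Unchanged genes made up 31 of 201 calls over both sexes, 43 of 186 in females, 42 of 181 in males and 34 of 149 for the interaction.

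Placentas of each sex carry replicate numbers 1 to 3 in both diets, and neither the labels nor the paper say what placentas of a number share. As a check, deviations from the group means were correlated over 10954 genes with a mean of at least 5 CPM. Male placentas of the same number had correlations of 0.512, 0.503 and 0.426, against -0.421 to -0.0663 for different numbers. For female placentas the same-number values were 0.0816, 0.186 and -0.36, against -0.395 to 0.433. Deviations from a group mean cancel within the group, so high same-number values push the different-number ones down, and the contrast adds no evidence. By the rule used here, every same-number correlation over 0.1, the male placentas count as paired, from the data alone. The female ones do not. With 6 possible pairings the male result can also be chance. The fits, simulations and permutation tests are unpaired, as in the paper, and a fit with the replicate number as a block is an alternative.

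Other tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Gene coordinates came from a mouse annotation on the same build, in which 90 of 94 named genes were found. Small RNA, promoter methylation, global methylation and placental weights were not analysed here. The tests of the authors' Cuffdiff runs were not used here.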

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

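The correlations with marker scores, both tests on Plg, the fits with a marker score as a covariate and the list tests of the interaction were chosen only after the result was seen. Of 50 groups of placentas examined for a single far value, 6 had one, where chance gives about 1 in 20.

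The 7 genes that the study calls imprinted differ between placentas of one diet, and for Tnfrsf23 the 4X female replicate 1 stood apart at 202 CPM, against 96.9 CPM in the next 4X placenta. Their mean showed no relation to total counts (r = 0.0710, permutation p = 0.823, rho = -0.105) or to the yolk sac endoderm score (r = -0.0709, permutation p = 0.828, rho = -0.378) over 12 placentas. Neither was seen to follow the mean, but 12 placentas are too few to exclude a moderate relation with depth or yolk sac. Maternal decidua is a candidate explanation, since the mean had r = 0.965 with the decidua score in females and r = 0.951 with Xist in males (exact permutation p = 0.00972, rho = 0.829, p = 0.0583, r = 0.371 without the 2 farthest placentas, on which it rests). The male permutation ignores that placentas of the same number deviated together. The 4 genes called by the study in females had a median log2 fold change of 0.91, and 0.14 with the decidua score as covariate. For the 3 genes called in males the median went from -0.79 to -0.96, and with the natural killer score to -0.18. The median of the single-gene standard errors in these 3 covariate fits was 0.23, 0.59 and 0.24. For the 3 male genes these shares and an effect of diet cannot be told apart, because their single-gene standard errors span the values each predicts. A response of these cells to diet stays open as well.

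Plg stood apart in the 1X male replicate 3, at 9.66 CPM against 1.11 CPM in the next 1X placenta, and so did the yolk sac endoderm score of that placenta, at 1.92 against -0.432. The other 38 yolk sac markers had a median r of 0.955 with Plg over the 12 placentas, 36 of them over 0.5, where the 99th percentile of 1000 random lists was 0.130. In females the log2 fold change of Plg went from 1.94 to 0.095 (standard error 0.62) without the 4X female replicate 2, which says nothing about the source, since that placenta holds the highest female Plg value. From the markers, yolk sac membrane in the sample may set the level of Plg in these placentas. A response of yolk sac endoderm to diet stays open.

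Male placentas of the same replicate number deviated from their group means together, with a mean correlation of 0.480. Of the 6 possible pairings only 1, the real one, gave a mean as large, and the highest other was 0.0921, but 6 pairings are too few for a share under 0.05. After removal of the decidua score the mean was 0.122, with single pairs from -0.142 to 0.475. A shared share of decidua and a shared step of handling cannot be told apart here, because the 3 pairs spread that widely.

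Mt3 stood apart in replicate 1 of both male groups, at 5.76 CPM in the 1X male (next 1X placenta 0.653) and 10.8 CPM in the 4X male (next 4X placenta 2.58). The macrophage score of the 4X female replicate 3 was -0.329, below the next 4X placenta at -0.0234. The junctional zone markers (adjusted p = 0.0383) and the yolk sac endoderm markers (adjusted p = 0.00685) differed between the sexes in their response to diet with the preset correlation, and neither did with an estimated one (adjusted p = 0.941 for both). Xist averaged 49.4 CPM in male placentas, which the paper does not report. Afp, the main secreted protein of yolk sac endoderm, reached 4322 CPM in the 1X male replicate 3 and is likewise not reported.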

How the results depend on the processing

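The fits with a marker score as a covariate and the list tests of the interaction were chosen only after the result was seen. The count of genes called by edgeR was 0 in all 4 comparisons under RLE normalization, both count filters, stricter thresholds, other sources of counts and the replicate block, where 506 genes over both sexes, 344 in females, 676 in males and 531 for the interaction had an unadjusted p under 0.05. Each of these numbers with the block is below the share of 0.05 of genes tested that chance gives. DESeq2 gave 5, 14, 18 and 16 genes and limma 1 in males in each of its 3 settings. The decidua score gave 2 and the natural killer score 1 in males. Leaving out 1 placenta gave 0 to 1 over both sexes (Ang2 without the 1X female replicate 3), 0 to 1 in females (Hbb-y without the 4X female replicate 1), 0 to 10 in males (10 without the 1X male replicate 2) and 0 to 1 for the interaction (Ccr1 without the 1X female replicate 1). The cause was not tested. Lists called were 7 over both sexes (4 to 10 with a placenta left out), 8 in females (3 to 9, and 5 without the count filter or with all 4 groups), 3 in males (2 to 6, and 5 with the decidua score) and 2 for the interaction (0 to 5, 1 with at least 10 counts or the yolk sac score, 4 with the decidua score). With an estimated correlation the number was 0 in all 4 comparisons. Some lists reversed, with adjusted p as follows. With the yolk sac score, whose markers it removes, yolk sac endoderm had 0.199 over both sexes, 0.211 in females and 0.700 for the interaction. With the decidua score, decidua had 0.881 over both sexes and 0.919 in males, and the 7 imprinted genes had 0.00277 over both sexes. With 1 placenta left out, cell cycle over both sexes ran from 0.000286 to 0.974, yolk sac in females from 1.0e-20 to 0.000650, fetal mesenchyme in females from 0.0110 to 0.973 and macrophages in females from 6.9e-10 to 0.852. The 7 imprinted genes in females ran from 4.2e-05 to 0.911, yolk sac in males from 3.4e-10 to 0.737, cell cycle for the interaction from 0.0250 to 0.991 and yolk sac for the interaction from 5.1e-08 to 0.728. With the replicate block, hypoxia (0.0415, down) and sex-linked genes (0.0419, up) over both sexes and decidua in females (0.00539, up) were called and macrophages in females (0.0637) were not, and apart from angiogenesis in males no other call changed. Of the values of single named genes, 3707 kept their sign without a call, 157 changed sign without a call and 16 became called. For the ratio of mean FPKM, staying within the standard error took the place of the sign. Of list results under alternatives, 1288 kept their direction and side of the threshold, 94 lost and 64 gained a call, 16 reversed and 170 changed direction with no call under either setting. Depth limits Plg, with 10 to 355 counts per placenta, and Mt3, at 0 in the 4X male replicate 2.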

Differences from the paper's values

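The paper's counts, FDR and unadjusted p values come from the test of Cuffdiff, which was not rerun here, so different tests are compared. At the threshold of FDR under 0.2 that the paper states, edgeR called 0 genes over both sexes, against 131 in the paper. It called 0 genes in both sexes, against the paper's 28. In females it called 0 decreased, 0 increased and 0 changed genes, against the paper's 44, 143 and 187. In males it called 0 of each, against the paper's 79, 62 and 141. None of the alternatives set before the data were examined came within the paper's values. The largest counts were 5 over both sexes, 14 in females and 18 in males, all with DESeq2. The count in both sexes was 0 throughout, but every setting except DESeq2 called 0 genes in at least 1 sex and could share none.

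The adjusted p of Tfpi2, Ampd3, Gatm and Aqp1 in females was 0.9991, against the paper's FDR of 0.009, 0.009, 0.054 and 0.009. The adjusted p of Qpct, Dcn and Tnfrsf23 in males was 0.9999, against the paper's 0.012 for each. No alternative set before the data were examined came within the paper's values. The lowest were 0.956 for Tfpi2, 0.978 for Ampd3, 0.975 for Gatm, 0.969 for Aqp1, 0.608 for Qpct and 0.799 for Dcn. Tnfrsf23 was called, as in the paper, without the 1X male replicate 2, at 0.119.

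The unadjusted p of Gja4 in females was 0.370, against the paper's 0.01, and 0.0675 to 0.772 over the alternatives, none of which came within it. The unadjusted p of Mt3 in males was 0.752, against the paper's 0.04, and 0.0834 to 0.944 over the alternatives, again without a match. That of Pmaip1 in males was 0.0371, against the paper's 0.02, and DESeq2 alone came within it, at 0.0215. That of Pcdh1 in males was 0.0124, against the paper's 0.04. It came within the paper's value without the 1X male replicate 1 (0.0373) and without the 4X male replicates 1 (0.0331), 2 (0.0316) or 3 (0.0286), and not under the other settings.

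Of 40 values compared, 19 differed. The fold changes did not, such as 2.16 for Tfpi2 and 2.24 for Aqp1 beside the paper's 2.17 and 2.25. The ratio of mean FPKM, chosen after seeing the values, gave 2.17 and 2.25.

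The paper states that Cd109, Mt3 and Plg passed its threshold for an unadjusted p in females and Gja4 in males. Here the unadjusted p was 0.463 for Cd109, 0.100 for Mt3, 0.109 for Plg and 0.138 for Gja4, with the direction of each fold the same as in the paper. The paper states that imprinted genes responded in a sex-specific way. In the test of the difference between the sexes the 15 genes had an unadjusted p of at least 0.0994, and for Gja4 and all 7 imprinted genes the male fold was below the female one. That direction rests on 1 placenta for 4 of the 7, since without the 4X female replicate 1 the male fold of Aqp1, Tfpi2, Ampd3 and Gatm was above the female one. Gatm turned under 4 other settings as well, and Tfpi2 under 1. The study's choice of these genes, on the same placentas, also favours that direction.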

Other observations

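The covariate fits, the list tests of the interaction and the correlations with marker scores and single genes were chosen only after the result was seen. Hsd11b2, the labyrinth enzyme that inactivates maternal glucocorticoid, averaged 12.4 ± 5.09 CPM with 4X choline and 19.5 ± 3.67 with 1X over both sexes (n = 6 per diet), a log2 fold change of -0.66 with a standard error of 0.23. Leaving out any 1 placenta kept it from -0.88 to -0.58, and edgeR did not call it (adjusted p = 0.998). Dio3 kept a log2 fold change from -0.84 to -0.64 in the same way, and Apln from 0.45 to 0.59. Htra1, a protease abundant in decidua, averaged 512 ± 472 against 254 ± 128 CPM (permutation p = 0.301), and its log2 fold change of 1.01 was 0.48 without the 4X female replicate 1.

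Further lists over both sexes were the following, with the adjusted p and that with an estimated correlation. Nutrient transporters were positive for 31 of 46 (0.0308, 0.549), cell cycle genes for 22 of 27 (0.0130, 0.796) and yolk sac endoderm markers for 39 of 41 (0.0152, 0.881). These 3 were called, and each lost its call without some single placenta, with a highest value of 0.199, 0.974 and 0.903. Transporters lost it without the 1X male replicates 1 and 3, the 4X male replicate 2, the 1X female replicates 1 and 3 and the 4X female replicates 1 and 2, without the count filter (0.0591) and with the natural killer score as a covariate (0.0949). Cell cycle lost it without the 1X male replicate 1, the 4X male replicate 2 and the 1X female replicates 1 and 3 and with the yolk sac score as a covariate (0.0674). Yolk sac endoderm kept it only without the 1X male replicate 3, the 4X male replicate 1 or the 4X female replicates 1 and 3. The rest were not called. Hypoxia genes were negative for 15 of 19 (0.0609, 0.619), macrophage and granulocyte markers for 17 of 21 (0.136, 0.881) and natural killer and T cell markers for 9 of 14 (0.756, 0.881). Histone methylation and deacetylation enzymes were negative for 27 of 43 (0.505, 0.881), immediate-early and heat-shock genes for 11 of 19 (0.213, 0.752) and junctional zone markers for 29 of 45 (0.680, 0.881). Labyrinth markers were negative for 10 of 19 (0.680, 0.881), erythroid markers for 10 of 18 (0.756, 0.881) and apoptosis genes for 16 of 32 (0.539, 0.752). Fetal mesenchyme and pericyte markers were positive for 19 of 29 (0.557, 0.881), the 7 imprinted genes of the study for 4 of 7 (0.505, 0.881) and sex-linked genes for 3 of 5 (0.731, 0.881). Without the 1X male replicate 2, hypoxia (0.0400), macrophage (0.0418), natural killer (0.0125) and junctional zone lists (0.0125) were called as lower. Without the 1X female replicate 2, hypoxia (0.00684) and macrophages (1.2e-06) were, without the 4X female replicate 1 hypoxia (0.000916) and immediate-early genes (0.0244), without the 4X male replicate 3 hypoxia (0.0376) and without the 1X male replicate 3 immediate-early genes (0.0404). With the decidua score as a covariate hypoxia (0.00113), macrophages (0.00692) and immediate-early genes (0.0155) were called as lower, and with the natural killer score the 7 imprinted genes as higher (0.0189). In females macrophage markers were negative for 19 of 21 (0.0476, 0.868) and angiogenesis genes positive for 28 of 39 (0.0476, 0.414), both called. Macrophages lost the call without the 1X female replicates 1 (0.113, reversed) and 3 (0.405) and the 4X female replicates 2 (0.105) and 3 (0.852). They also lost it without the count filter (0.373), with 4 groups (0.0598), with the replicate block (0.0637) and with the natural killer (0.222) or yolk sac score (0.149) as a covariate. Angiogenesis lost it without any of the female placentas except the 1X replicate 2, with values up to 0.261, without the count filter (0.0685), with 4 groups (0.0955) and with the decidua (0.0854), natural killer (0.0603) or yolk sac score (0.109) as a covariate. For the interaction junctional zone markers were positive for 29 of 45 (0.0383, 0.941), and lost the call without any of 7 placentas, with values up to 0.711 without the 4X female replicate 1, and with at least 10 counts in every placenta (0.0509).

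Uterine natural killer cells are a hypothesis for Qpct, Dcn and Tnfrsf23 in males, tested on the data in which it was noticed. Their mean had r = 0.969 with the natural killer score across 6 male placentas (exact permutation p = 0.00833, rho = 0.886, exact permutation p = 0.0333, r = 0.935 without the 2 farthest), adjusted over 3 relations to 0.0250. Across 6 female placentas r was 0.452 (exact permutation p = 0.351, rho = 0.371, exact permutation p = 0.497) and -0.914 without the 2 farthest, so the relation was not seen in females. In males natural killer markers were negative for 12 of 14 (0.240, and 0.915 with an estimated correlation), at 1.6e-47 without the 1X male replicate 2 and 0.0151 with the decidua score as a covariate, in a range of 1.6e-47 to 0.915. Decidua markers in males leaned opposite to the 3 genes, with 16 of 22 positive (0.0126, and 0.915 with an estimated correlation). The fit with the natural killer score, at a median of -0.18, may reflect a loss of natural killer cells with the diet or the make-up of the 1X male replicates 1 and 3, and 3 placentas per group leave this open. Within a diet, the mean of the 7 imprinted genes had r = 0.969 with the decidua score over the 6 1X placentas (exact permutation p = 0.00694, rho = 0.829, exact permutation p = 0.0583) and r = 0.971 over the 6 4X placentas (exact permutation p = 0.00417, rho = 0.943, exact permutation p = 0.0167). Without the 2 farthest placentas these were 0.811 and 0.779. Among the 15 genes that the paper names, Tfpi2 (0.984), Ampd3 (0.954), Gatm (0.950), Cd109 (0.950) and Aqp1 (0.869) had the highest r with Xist across the 6 male placentas, with exact permutation p adjusted over 15 relations of 0.0312 to 0.0417. Their rho ran from 0.771 to 0.943, with adjusted exact permutation p of 0.0833 or more, and without the 2 farthest placentas r was 0.414 to 0.730. All permutations across the 6 male placentas treat them as independent, though same-numbered ones deviated together, so these p may be too small.

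Other splits of the placentas were fitted in the same way. Where the real split called 0 genes every split calls as many, so for gene counts with edgeR they decide nothing. Over both sexes 100 of 462 possible splits were drawn, and the highest other called 1219 genes. These were drawn without regard to fetal sex, while the real split has 3 placentas of each sex per diet. Differences between the sexes can therefore add to the genes and lists that they call. For the interaction 100 of 200 were drawn, with a highest other of 393 genes. For lists 42 of 100 called at least the real 7 over both sexes, with a highest other of 12, and 99 of 100 at least the real 2 for the interaction, with a highest other of 13. Chance is not excluded for these list counts. With 3 placentas against 3 there are 10 splits, too few for a share under 0.05. In females the real split called 8 lists (4 splits as many, highest other 9) and 14 genes with DESeq2 (8 as many, highest other 805), and the highest other for edgeR was 16 genes. In males it called 3 lists (9 as many, highest other 11) and 18 genes with DESeq2 (7 as many, highest other 577), and the highest other for edgeR was 52 genes. These splits ignore the replicate numbers, by which male placentas deviate together. The real male split parts all 3 same-numbered pairs, as do 3 of the others, which called 3 to 7 lists, 6 to 8 genes with DESeq2 and at most 1 gene with edgeR. The other 6 part 1 pair and called 1 to 11 lists, 22 to 577 genes with DESeq2 and at most 52 with edgeR. Splits within a sex that call 805 or 577 genes point to a structure of the samples that the diets do not follow. For the split over both sexes that called 1219 genes, fetal sex may be part of that structure.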
